A study of Hyphomonas neptunium with 12 samples. Its data were reported in "Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium" (2020).

How the data were processed

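Cells of the wild type (WT) of Hyphomonas neptunium and of strains whose only copy of cckA or chpT stood under a copper-inducible promoter were grown for 24 h with or without 0.3 mM CuSO4, and their total RNA was analysed by RNA-seq after removal of ribosomal RNA. The cDNA was made with random primers and the adapters were ligated in a way that keeps the strand. Groups were taken from the strain and supplement given in the labels. Each of the 6 groups held 2 libraries, which the methods of the study describe as biological replicates. Library preparation, sequencing and normalisation were done by a service company.

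The authors deposited a table for each library with the total read count and the unique read count of each gene, and with its RPKM (reads per kilobase of gene, scaled to the size of the library). The submitters' processing notes name Bowtie2 and featureCounts. Their versions, the alignment settings and the strand setting of the counting are not given in the sources used here, so that overlapping genes and antisense pairs are uncertain. The deposited counts were not normalised. The deposited RPKM values were recomputed from the total counts, the gene size and the summed total reads of the table, and deviated from this by at most 5e-13%. The tables held 3568 features in the order of 1 chromosome, of which 2765 were named by locus tag and 803 by gene symbol. Of all sizes, 98.8% were multiples of 3, so that sizes are coding lengths (median, 825 bp). Total counts include reads that map to more than 1 place, and these exceeded the unique counts for 33 to 52 features per library. Reads of near-identical copies can therefore be shared between genes. The 3 rRNA features were left out of library sizes and tests. They took 0.160% to 1.40% of the reads. No genome sequence or product annotation was used here, and coordinates are those of the deposited tables, counted from 1.

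Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the total counts, in 1 model over all 12 libraries with a term for each group and a term for the replicate number, which follows the paired test named in the methods of the study. Library sizes were scaled by TMM, and filterByExpr kept 3563 features. The common dispersion was 0.0786, with 5 residual and 3.85 prior degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over all tested features, with a threshold of 0.05, and all tests were two-sided. Standard errors (SE) of log2 fold changes were derived from the F statistic. Levels are counts scaled to the TMM library size (CPM), given as mean ± SD with n = 2 libraries per group. The comparisons were CckA depletion and ChpT depletion against WT without inducer, both depletions against each other, WT with against without inducer, each conditional strain without against with inducer, each conditional strain with inducer against WT with inducer, and the interaction of strain and inducer for each conditional strain. The p-values rest on a spread between replicates that was estimated over all 12 libraries. Libraries outside a comparison therefore also bear on its p-values.

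The choice of comparisons, gene lists, alternatives and named genes was made before the data were examined, apart from the additions named below. Named genes were cckA, chpT, ctrA and the other genes of the CtrA pathway. To these were added the 8 largest rises and 8 largest falls of each depletion, and the 4 largest of the other comparisons, among genes past the test with a mean level of at least 20 CPM and the same direction in both replicate numbers. From each list past its test, and from the motility, pilus, c-di-GMP and cell division lists in any case, up to 2 members with the largest rise and up to 2 with the largest fall were also named. Where 5 or fewer genes passed the test, all were named. Names of locus tags were taken from the text of the study. Lists matched by gene symbol covered flagellum (16 features), chemotaxis (2), pilus (1), c-di-GMP (1), cell division and envelope (25), DNA replication (19), DNA repair and SOS response (18), heat shock (12), oxidative stress (16), copper (3), ribosomal proteins (53), ATP synthase (7), respiration (29), the TCA cycle (12) and phosphate uptake (8). Lists for TonB-dependent receptors and for mobile elements matched 0 features, because products are not named in the tables, and were not tested. Features shorter than 100 bp (48, of which 47 were tested) stood for tRNA genes by their size. Lists matched by locus tag or coordinates covered the CtrA pathway (16), homologs of Caulobacter genes of the CtrA regulon (41 of 61 tags), genes bound by CtrA in the study (265 of 284), the direct (94) and global (380 of 381) regulons named by the study, a motility island (38) and gene clusters of pilus genes around HNE_1149 (7) and between HNE_3009 and HNE_3020 (12). Of 673 tags in these lists, 555 stood in the tables, 79 were paired to the gene symbol that stands at their place in the chromosome order and that the study gives for them, and 39 were left out. A list of 14 CtrA-bound genes described as related to c-di-GMP was added later, before expression values were seen.

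Lists were tested on voom values with camera of limma 3.58.1 with a preset correlation of 0.01. Camera was also run with an estimated correlation between genes, and fry was run as a further test. Benjamini-Hochberg adjustment covered the 23 lists of at least 2 genes. Lists can share genes, and the flagellar list and the motility island overlap (fliF, fliP, flgF, flgG and flhA, among others, are in both). The estimated correlation depended on the order of the columns of the design, and the larger p of the order used and its reverse is given, a choice made after this dependence was seen. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a filter at a mean RPKM of 25, rRNA features kept, short features left out, a fit to the groups compared alone, a model without the replicate number, and leaving out each library in turn. Unique counts, subtraction of an even background from each library, the removal of replicate 1 of the chpT strain with inducer and an unequal-variance test in the rule of the study were added after seeing the data. The even background was either the 1st percentile of the RPKM values or the median RPKM of the 5% of genes lowest in WT without inducer. The rule of the study was applied to RPKM values with a log2 change of at least 1.3, RPKM over 25 and an unadjusted p under 0.05. For comparisons that share controls, 50 sets of unchanged groups were simulated.

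The tests were tested on simulated data with the real library sizes, with 3521 genes run. All groups had the mean levels of WT cells without inducer, and known changes were set in the CckA-depleted libraries only. Each gene had the same dispersion in all groups. For edgeR, 22% of genes changed by 1 on the log2 scale and 79% of those changed by 2 were recovered, and 6.48% of the 108 calls were unchanged genes. For DESeq2 these values were 40%, 89% and 17.8% of 157 calls. These shares rest on the equal dispersion and need not hold for the real groups. Their SD of the log2 ratio of replicates lay between 0.256 (WT without inducer) and 1.12 (chpT strain with inducer). Libraries were checked for duplicates, and none of the pairs agreed within sampling noise. Summaries and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. No values of other samples were found in the tables, and deletion mutants of divJ, pleC and divK were not analysed here.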

Results

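The transcriptome of Hyphomonas neptunium, a marine alphaproteobacterium that forms its offspring as a bud at the end of a stalk, was determined in the WT and in strains that allow the depletion of CckA or ChpT. CckA is a hybrid histidine kinase, and ChpT is the phosphotransferase that passes phosphoryl groups from CckA to CtrA, a response regulator of cell cycle genes, and to CpdR. In the conditional strains, the only copy of cckA or chpT was expressed from a copper-inducible promoter. Each strain was cultivated for 24 h with or without 0.3 mM CuSO4, which gave 6 groups of 2 libraries each. Conditional cells without inducer are called CckA-depleted or ChpT-depleted cells. The libraries held between 6286712 total gene reads (replicate 1 of the chpT strain with inducer) and 17637161 total gene reads (replicate 1 of the ChpT-depleted cells), with a median of 10101780 reads.

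The log2 CPM values of the replicates had a Pearson correlation over genes of 0.995 for WT cells without inducer, 0.993 for WT cells with inducer, 0.984 for ChpT-depleted cells, 0.991 for the cckA strain with inducer, 0.933 for CckA-depleted cells and 0.880 for the chpT strain with inducer. Genes are not independent replicates in such values. The first principal component held 58.2% of the variance and placed CckA-depleted cells at 55.6 and 36.6, ChpT-depleted cells at 22.7 and 21.1, and WT cells without inducer at -39.8 and -36.7. The libraries of the chpT strain with inducer lay apart from each other, at 29.4 (replicate 1) and -21.1 (replicate 2). The level of the genes with the fewest reads also differed between libraries. The 1st percentile of the RPKM values was 1.52 ± 0.25 (SD, n = 2) in WT cells without inducer, 5.99 ± 0.74 in WT cells with inducer, 9.52 ± 0.25 in ChpT-depleted cells and 4.6 ± 1.98 in the cckA strain with inducer. It was 27.0 and 5.77 in the libraries of CckA-depleted cells, and 16.4 and 3.6 in those of the chpT strain with inducer.

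The transcripts of the depleted genes were examined to see how far the strains had lost them. The cckA transcript (HNE_0507, positions 498883 to 501486) had 1265 ± 23.5 CPM (SD, n = 2) in WT cells without inducer and 109 ± 70.4 CPM in CckA-depleted cells, which is 8.65% of the WT level. It was at 293 ± 42.0 CPM (23.2%) in the cckA strain with inducer. The chpT transcript (HNE_0638, positions 641708 to 642355) had 338 ± 0.80 CPM in WT cells and 20 ± 0.74 CPM (5.91%) in ChpT-depleted cells, compared to 72.1 ± 29.6 CPM (21.3%) in the chpT strain with inducer. Removal of the inducer lowered cckA by a log2 change of -1.45 ± 0.40 (SE, edgeR, adjusted p = 0.0245) and chpT by -1.85 ± 0.31 (adjusted p = 0.01) within their strains. The level of ctrA mRNA (positions 959302 to 960015) was 3903 ± 142 CPM in WT cells, 4900 ± 1830 CPM in CckA-depleted cells and 5424 ± 154 CPM in ChpT-depleted cells. Neither difference of ctrA passed the test (log2 change 0.30, adjusted p = 0.478, and 0.47, adjusted p = 0.320).

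**Figure D1:**
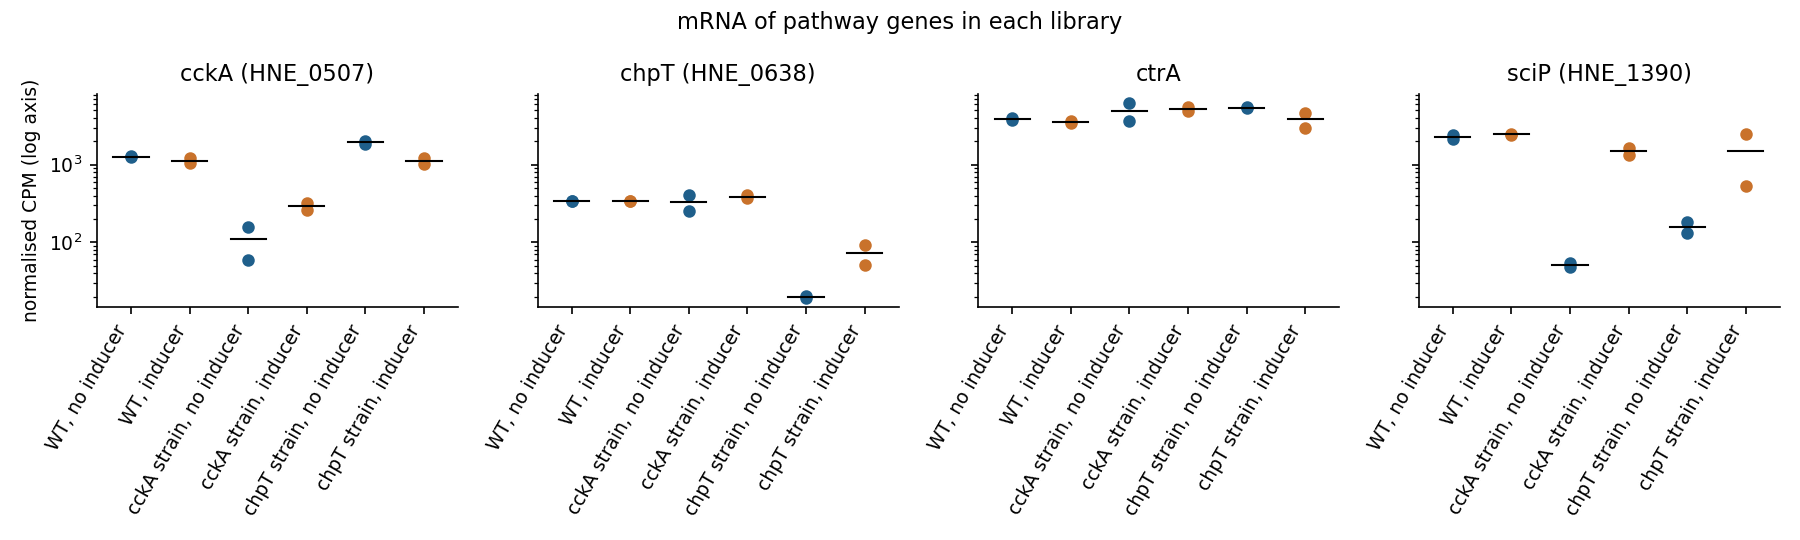
Normalised CPM (log axis) of cckA, chpT, ctrA and sciP in the 6 groups, with a dot for each library and a line for the mean of each group, blue without and orange with inducer. The cckA transcript lay at 109 CPM on average in CckA-depleted cells and chpT at 20 CPM in ChpT-depleted cells, and sciP fell to 51.8 and 159 CPM in these cells.

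To see which genes depend on CckA, CckA-depleted cells were compared with WT cells without inducer. The most strongly lowered named gene was sciP (HNE_1390, positions 1419207 to 1419512), whose product acts on CtrA-dependent transcription, with 2301 ± 194 CPM in WT cells and 51.8 ± 4.65 CPM in CckA-depleted cells (SD, n = 2, log2 change -5.50 ± 0.63 SE, adjusted p = 0.000521). Other genes of the CtrA pathway fell less, among them rcdA (HNE_0013, -1.34), podJ (HNE_0666, -1.27), cpdR (HNE_0229, -1.22), pleD (-1.01) and divL (HNE_0399, -0.68), while the protease subunit gene clpP rose by 1.22 on the log2 scale. The genes pspA, which codes for a phage shock protein, and HNE_0027, which codes for a small heat shock protein, rose 134-fold (35.0 ± 4.04 to 4742 ± 2556 CPM) and 53.2-fold (436 ± 3.68 to 23916 ± 8864 CPM). In total, 1777 of 3563 tested genes passed the test, of which 907 rose and 870 fell. With a log2 change of at least 1.3 as an additional criterion, 698 rose and 274 fell. The count was 762 without replicate 1 and 1159 without replicate 2 of the WT cells without inducer.

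Of the 16 genes of the CtrA pathway, 8 passed the test (7 fell and 1 rose), and the count adjusted over the list alone was 8. The falls include that of cckA itself (log2 change -3.55), which was set by the construction of the strain. This gene also counts in the test of the list. The list lay lower than other genes (camera, adjusted p = 0.0280), but with an adjusted p = 0.345 with an estimated correlation. The members that did not pass were chpT (log2 change -0.04), pleC (-0.07), popA (HNE_1984, -0.18), ctrA (0.30), clpX (-0.46), spmX (HNE_1271, -0.54), divJ (HNE_0746, 0.65) and divK (HNE_2285, -0.74). The fall of divL did not pass after subtraction of an even background from each library (log2 change -0.48, adjusted p = 0.0651, and -0.26, adjusted p = 0.187). Only 4 members of the pathway fell without replicate 1 of the WT cells without inducer.

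All 12 genes of the pilus gene cluster between HNE_3009 and HNE_3020 fell on CckA depletion (12 adjusted over the list alone). Among them were HNE_3017 (-3.81 ± 0.39 SE), the TadE-like gene HNE_3019 (-2.96 ± 0.38) and cpaF (-1.33 ± 0.22), which encodes the ATPase of the pilus machinery and was the only member of the pilus list matched by symbol. In the pilus gene cluster at HNE_1149, 4 of 7 genes fell (4 adjusted over the list alone). These included the gene of the CpaB homolog HNE_1149 (-2.69 ± 0.44) and that of the CpaE homolog HNE_1152 (-2.62 ± 0.42). Of 14 CtrA-bound genes related to c-di-GMP, 8 fell (8 adjusted over the list alone). The largest falls were those of the GGDEF protein gene HNE_1960 (-3.70 ± 0.52) and the PilZ domain gene HNE_0906 (-2.99 ± 0.45). The c-di-GMP list matched by symbol held pleD alone. The test in camera gave adjusted p = 1.1e-06 for the cluster at HNE_3009, 0.00633 for that at HNE_1149 and 0.00939 for the c-di-GMP genes, with adjusted p = 0.305, 0.378 and 0.375 with an estimated correlation. In the cluster at HNE_1149, 7 genes passed without replicate 1 of the CckA-depleted cells. The fall of pleD did not pass without replicate 1 of the WT cells without inducer nor without replicate 2 of the CckA-depleted cells.

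Of the 38 genes of the motility island (positions 230349 to 262511, 32.2 kb), 19 fell and 1 rose (20 adjusted over the list alone), with a median log2 change of -0.61. The flagellar gene flaF (HNE_0265) had a log2 change of -2.19 and HNE_0251 of -2.09. The gene of the export ATPase, fliI, rose by 0.90. Among the 16 flagellar genes matched by symbol, 7 fell and 1 rose (8 adjusted over the list alone). Neither cheY nor cheR of the chemotaxis list passed the edgeR test (median log2 change -0.37, adjusted p = 0.369 in camera, 1 gene at an unadjusted p under 0.05), nor the DESeq2 test. Camera gave adjusted p = 0.000276 for the island and 0.0647 for the flagellar list, with 0.300 and 0.323 as adjusted p with an estimated correlation. The island had 8 falls and the flagellar list 1 without replicate 1 of the WT cells without inducer, and 12 and 3 without replicate 2 of these cells.

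Of 29 genes for respiration, 23 fell on CckA depletion (24 adjusted over the list alone). Among them, pntAB (-1.64 ± 0.32 SE) and pntAA (-1.62 ± 0.30), which code for subunits of a transhydrogenase, changed most. All 7 genes for ATP synthase (7 adjusted over the list alone) and 9 of 12 genes of the TCA cycle (11 adjusted over the list alone) fell. Examples were atpD (-1.36 ± 0.38), atpG (-1.16 ± 0.29), sucC (-1.48 ± 0.35) and acnA (-1.47 ± 0.39). Respiration had adjusted p = 7.3e-07 in camera, against 0.00663 for ATP synthase and 0.000546 for the TCA cycle. These were adjusted p = 0.345, 0.378 and 0.378 with an estimated correlation. Without replicate 1 of the WT cells without inducer, 10 respiration genes, 1 TCA gene and 0 ATP synthase genes passed in edgeR (2 of the last at an unadjusted p under 0.05). Without replicate 1 of the CckA-depleted cells these counts were 13, 2 and 0 (4 at an unadjusted p under 0.05), and DESeq2 on all libraries called 24, 11 and 7.

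Some of the stress genes rose on CckA depletion. Of 16 oxidative stress genes, 12 rose (12 adjusted over the list alone). The largest rises were those of ohr, a gene for hydroperoxide resistance (5.0 ± 0.40 SE, 28.5 ± 0.41 to 902 ± 322 CPM), and msrA1, a gene for methionine sulfoxide repair (3.82 ± 0.37). Of 18 genes for DNA repair and the SOS response, 11 rose (11 adjusted over the list alone). The SOS repressor gene lexA had 2.79 ± 0.44 and ada 2.15 ± 0.27. Of 12 heat shock genes, 6 rose and 1 fell (8 adjusted over the list alone). Examples were hslO at 3.12 ± 0.49, the sigma factor gene rpoH at 2.48 ± 0.40 and groES at -0.99 ± 0.34. These lists had adjusted p = 0.000144, 0.000523 and 0.0152 in camera, and adjusted p = 0.375, 0.305 and 0.476 with an estimated correlation. The 1st percentile of RPKM was 27.0 and 5.77 in the libraries of CckA-depleted cells, against 1.34 and 1.70 in WT cells without inducer. The fall of groES did not pass after subtraction of an even background (log2 change -0.74, adjusted p = 0.0653, and -0.46, adjusted p = 0.163), and 6 repair genes passed without replicate 1 of the WT cells without inducer and 7 without replicate 2 of the CckA-depleted cells.

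Of 47 short features, which stand for tRNA genes by their size, 27 were higher and 1 was lower in CckA-depleted cells (33 adjusted over the list alone, camera adjusted p = 4.9e-06, adjusted p = 0.345 with an estimated correlation). HNE_1571 had 4.81 ± 1.28 SE, HNE_1000 had 4.40 ± 0.99 and HNE_2487 had -1.75 ± 0.35 on the log2 scale. These features took 0.25% ± 0.0059 (SD, n = 2) of the reads outside rRNA in CckA-depleted cells, 0.159% ± 0.0107 in ChpT-depleted cells and 0.0710% ± 0.0056 in WT cells without inducer. Without replicate 1 or 2 of the WT cells without inducer 12 and 14 short features were higher, and without replicate 2 of the CckA-depleted cells 17. HNE_1571 had a log2 change of 7.18 after subtraction of the 1st percentile of RPKM and did not pass (adjusted p = 0.115). Of 53 ribosomal protein genes, 15 fell and 6 rose (20 adjusted over the list alone, camera adjusted p = 0.141), and their median log2 change was -0.29. This median was 0.03 without replicate 1 of the WT cells without inducer (2 rises and 3 falls), 0.19 without replicate 1 of the CckA-depleted cells (11 rises and 5 falls) and 0.17 after subtraction of the level of the lowest genes.

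The other lists gave counts in both directions or did not pass. Of 25 genes for cell division and envelope, 7 fell and 3 rose (9 adjusted over the list alone, camera adjusted p = 0.0982). Among them were rlpA, the gene of a lipoprotein (-2.84 ± 0.18 SE), mreB, the gene of a cell shape protein (-1.42 ± 0.22), and the peptidoglycan precursor genes murI (1.67 ± 0.42) and murA (1.01 ± 0.32). Of 19 DNA replication genes, 6 fell and 2 rose (8 adjusted over the list alone, adjusted p = 0.144). Of 8 phosphate uptake genes, 5 rose (5 adjusted over the list alone, adjusted p = 0.0982), and 2 of 3 copper genes rose (2 adjusted over the list alone, adjusted p = 0.190). Without replicate 1 of the WT cells without inducer, 4 division and 2 replication genes fell, 1 replication and 2 phosphate genes rose. In this fit 0 division and 0 copper genes rose in edgeR (1 copper gene at an unadjusted p under 0.05), while DESeq2 on all libraries called 3 division and 2 copper genes as higher. Without replicate 2 of these cells 3 replication genes fell and 1 rose, 3 phosphate genes and 1 copper gene rose. Without the first CckA-depleted library 4 division and 3 replication genes fell and 3 phosphate genes and 1 copper gene rose. The rise of murI did not pass after subtraction of the level of the lowest genes (log2 change 1.07, adjusted p = 0.257).

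Of 265 genes bound by CtrA in the study, 97 fell and 45 rose on CckA depletion (143 adjusted over the list alone, camera adjusted p = 0.00180, adjusted p = 0.305 with an estimated correlation). HNE_2534 was among those that rose (4.20 ± 1.32 SE). Among 41 homologs of Caulobacter genes of the CtrA regulon, 14 fell and 5 rose (19 adjusted over the list alone, adjusted p = 0.0150, adjusted p = 0.345 with an estimated correlation). The largest rises were HNE_2118 at 3.87 ± 0.66 and HNE_3550 at 2.25 ± 0.37. Of the 94 genes of the direct regulon named by the study, 65 fell and 11 rose (80 adjusted over the list alone, adjusted p = 3.6e-10, adjusted p = 0.300 with an estimated correlation). It includes sciP (-5.50 ± 0.63), HNE_1960 (-3.70 ± 0.52), pspA (7.07 ± 0.48) and HNE_3293 (5.78 ± 0.49). Of 380 genes of its global regulon, 188 fell and 168 rose (367 adjusted over the list alone, adjusted p = 0.134). The median log2 change was -0.85 and the mean 0.20, which differ in sign. The direct and global lists were chosen by the study on these libraries, and their counts are not independent evidence of a direction. Without replicate 1 of the WT cells without inducer, 19 bound genes, 6 genes of the direct regulon and 108 of the global regulon rose. The Caulobacter list had 9 falls and 3 rises, and without replicate 2 of these cells it had 2 rises. After subtraction of the level of the lowest genes HNE_2118 had a log2 change of 11.69 and did not pass (adjusted p = 0.0704).

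Among the other genes with the largest changes, HNE_2824 rose 292-fold (6.53 ± 0.80 to 1997 ± 1519 CPM, SD, n = 2) and HNE_2550 91.3-fold (85.0 ± 9.59 to 7903 ± 4400 CPM). The gene of a MarR family regulator, HNE_2193, and HNE_3293, which lies beside pspA, rose by 5.68 ± 0.35 (SE) and 5.78 ± 0.49 on the log2 scale. The TonB-dependent receptor gene HNE_0530 fell, with a log2 change of -3.41, as did HNE_3083 (-3.57) and HNE_2914 (-3.46). HNE_2824, HNE_2550, HNE_3083 and HNE_2914 are not paired with names in the files. HNE_3083 was low in the cckA strain with and without inducer (227 ± 69.1 and 412 ± 137 CPM, against 4748 ± 263 CPM in WT cells without inducer). Of 53 named genes past the test, 15 did not pass without replicate 1 and 7 without replicate 2 of the WT cells without inducer, and 8 and 3 without replicates 1 and 2 of the CckA-depleted cells.

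ChpT depletion was compared with WT cells in the same way. The transcript of sciP fell from 2301 ± 194 to 159 ± 35.1 CPM (SD, n = 2, log2 change -3.90 ± 0.58 SE, adjusted p = 0.00442). Genes of the pilus cluster at HNE_1149 were among the largest falls, with HNE_1150 at -2.89 ± 0.46, HNE_1152 at -2.87 ± 0.41 and HNE_1149 at -2.84 ± 0.43. The c-di-GMP genes HNE_1960 (-2.98 ± 0.50), HNE_0906 (-2.92 ± 0.45) and HNE_2067, which encodes an EAL domain (-2.78 ± 0.46), fell as well. Expression of pspA rose 37.7-fold to 1313 ± 299 CPM. In total, 802 of 3563 genes passed the test, with 442 rises and 360 falls, and 329 rises and 74 falls with a log2 change of at least 1.3 (39 and 36 without replicate 1, 46 and 45 without replicate 2 of the WT cells without inducer). The count was 77 and 99 without replicates 1 and 2 of the WT cells without inducer, 140 and 300 without replicates 1 and 2 of the ChpT-depleted cells, 1313 without replicate 1 of the chpT strain with inducer and 2276 in a fit to the compared groups alone.

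Within the CtrA pathway, podJ (HNE_0666, 0.95 ± 0.24 SE) and pleC (0.65 ± 0.20) rose on ChpT depletion, and rcdA (HNE_0013, -0.85 ± 0.22), sciP and chpT itself (-4.08 ± 0.34) fell (5 of 16 genes, 5 adjusted over the list alone, camera adjusted p = 0.775). The other members had log2 changes between -0.68 (spmX, HNE_1271, adjusted p = 0.232) and 0.62 (cckA, adjusted p = 0.264). The list's median was 0.06 and its mean -0.36, which differ in sign, and the test pointed down. The fall of chpT, which was set by the construction of the strain, counts in these values. The median was -0.01 without replicate 2 of the ChpT-depleted cells. In each fit without 1 library of either group 2 genes of the pathway fell. In these fits 0 rose in edgeR (with 4 genes of the list at an unadjusted p under 0.05 without replicate 1 of the WT cells without inducer and 5 in the other fits), while DESeq2 on all libraries called 2 as higher.

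Motility genes rose on ChpT depletion. Of the 38 genes of the motility island, 22 rose (27 adjusted over the list alone), with a median log2 change of 1.02, and 10 of 16 flagellar genes matched by symbol rose (13 adjusted over the list alone). The largest rises were those of flgB (HNE_0269, 1.97 ± 0.28 SE), fliI (1.96 ± 0.22, 135 ± 15.4 to 524 ± 51.8 CPM, SD, n = 2) and fliL (1.95 ± 0.20, 197 ± 0.95 to 758 ± 45.1 CPM). Camera gave adjusted p = 5.3e-10 for the island and 9.0e-08 for the flagellar list, and adjusted p = 0.0272 for both with an estimated correlation. Because these lists share genes, their tests are not independent of each other, here and in the comparisons below. In the chemotaxis list 1 of 2 genes rose (1 adjusted over the list alone, adjusted p = 0.472). The 1st percentile of RPKM was 9.70 and 9.34 in ChpT-depleted cells. The island had 7 rises without replicate 1 or 2 of the WT cells without inducer, 10 and 13 without replicates 1 and 2 of the ChpT-depleted cells, and the flagellar list had 4, 3, 5 and 6 in these fits.

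**Figure D2:**
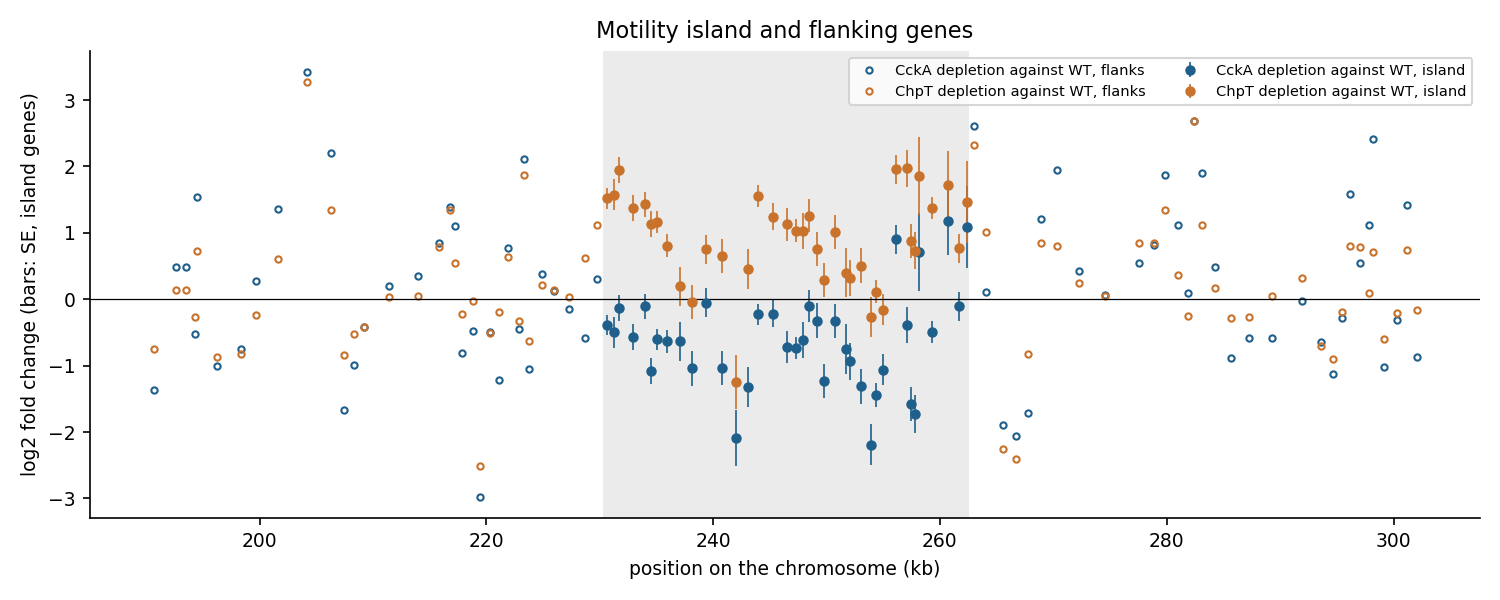
Log2 fold change against WT cells without inducer by chromosome position (kb) for the motility island (filled, with SE bars, grey area) and for genes within 40 kb on either side (open), in CckA-depleted (blue) and ChpT-depleted (orange) cells. The island had a median of -0.61 on CckA depletion and of 1.02 on ChpT depletion.

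Of the pilus genes, 4 of 7 in the cluster at HNE_1149 fell on ChpT depletion (7 adjusted over the list alone, camera adjusted p = 2.4e-05, adjusted p = 0.485 with an estimated correlation). In the cluster between HNE_3009 and HNE_3020, 3 of 12 genes fell (3 adjusted over the list alone, adjusted p = 0.465), and the median log2 change was 0.17 with a mean of -0.50, which differ in sign. The change of cpaF (0.36) did not pass the test. Of 14 CtrA-bound genes related to c-di-GMP, 5 fell (6 adjusted over the list alone, adjusted p = 0.0107, adjusted p = 0.485 with an estimated correlation), and pleD (-0.31, adjusted p = 0.345) did not pass. Without replicate 2 of the WT cells without inducer, and without replicate 1 of the ChpT-depleted cells, 2 genes of the cluster at HNE_1149 passed. The c-di-GMP genes had 1 and 2 falls without replicates 1 and 2 of the WT cells without inducer, and 0 in edgeR without replicate 1 of the ChpT-depleted cells (4 at an unadjusted p under 0.05), while DESeq2 on all libraries called 5 as lower.

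Some of the stress genes rose on ChpT depletion as well. Of 16 oxidative stress genes 6 rose (7 adjusted over the list alone), of 18 DNA repair genes 8 (9 adjusted over the list alone) and of 12 heat shock genes 4 (4 adjusted over the list alone). Examples were ohr (3.34 ± 0.37 SE), msrA1 (2.65 ± 0.35), ruvC, a gene for the resolution of DNA junctions (1.74 ± 0.41), lexA (1.62 ± 0.42), hslO (1.91 ± 0.47) and rpoH (1.46 ± 0.38). In camera they had adjusted p = 8.6e-05, 0.000178 and 0.0267, and adjusted p = 0.485, 0.408 and 0.733 with an estimated correlation. The 1st percentile of RPKM was 9.52 ± 0.25 (SD, n = 2) in these cells and 1.52 ± 0.25 in WT cells without inducer. Without replicate 1 or 2 of the WT cells without inducer 2 oxidative stress genes passed, and without replicate 1 of the ChpT-depleted cells 3. In each of these fits 0 repair and 0 heat shock genes passed in edgeR (7, 9 and 6 repair genes and 4, 4 and 3 heat shock genes at an unadjusted p under 0.05), while DESeq2 on all libraries called 10 and 4.

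Of 29 respiration genes 9 fell on ChpT depletion (11 adjusted over the list alone), with cydB, the gene of a quinol oxidase subunit, at -1.19 ± 0.30 SE and pntAA at -1.13 ± 0.29 (camera, adjusted p = 2.4e-05, adjusted p = 0.489 with an estimated correlation). Of the TCA cycle and ATP synthase lists 0 genes passed in edgeR and DESeq2 (1 each at an unadjusted p under 0.05, camera adjusted p = 0.0707 and 0.0719). In an edgeR fit to the compared groups alone 9 of 12 TCA genes, all 7 ATP synthase genes and 24 respiration genes fell, and 2 ATP synthase genes fell without replicate 1 of the chpT strain with inducer. The fit to the compared groups alone estimates the spread from few libraries, and its counts varied widely between comparisons. Of 47 short features 13 were higher (14 adjusted over the list alone, adjusted p = 1.7e-05, adjusted p = 0.485 with an estimated correlation). HNE_1000 had 4.74 ± 0.99 and HNE_1571 4.28 ± 1.28. Of 8 phosphate uptake genes 4 rose (5 adjusted over the list alone, adjusted p = 0.0215, adjusted p = 0.485 with an estimated correlation). Among them, phnD had 3.37 ± 0.78 and phnC 2.81 ± 0.84. Levels of phnD and phnC were 3.11 ± 0.30 and 3.83 ± 1.23 CPM in WT cells, and 59.4 ± 61.5 and 37.5 ± 41.4 CPM in the chpT strain with inducer. After subtraction of an even background phnC had log2 changes of 3.14 (adjusted p = 0.0712) and 4.15 (adjusted p = 0.115) and did not pass, nor did HNE_1571 after that of the 1st percentile of RPKM (6.53, adjusted p = 0.218). In each fit without 1 library of either group 0 respiration genes passed in edgeR (4, 12, 9 and 8 at an unadjusted p under 0.05, in the order replicates 1 and 2 of the WT cells without inducer and of the ChpT-depleted cells), while DESeq2 on all libraries called 12. In the same order, 1, 2, 3 and 6 short features and 1, 1, 3 and 1 phosphate genes were higher.

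Of the 25 genes for cell division and envelope, rlpA fell on ChpT depletion (-2.46 ± 0.18 SE, 1 adjusted over the list alone, camera adjusted p = 0.639). In the DNA replication list 1 gene rose and 2 fell (3 adjusted over the list alone, adjusted p = 0.844). Of 53 ribosomal protein genes 2 rose (0 adjusted over the list alone, 4 higher at an unadjusted p under 0.05, 3 in DESeq2, adjusted p = 0.885). Of 3 copper genes 1 rose (1 adjusted over the list alone, adjusted p = 0.350). The replication list had a median of -0.07 and a mean of 0.04, which differ in sign, as did the median of -0.02 and the mean of 0.05 of the ribosomal list. The replication median was 0.04 without replicate 1 of the WT cells without inducer and 0.03 after subtraction of the level of the lowest genes. The ribosomal median was 0.24 and 0.07 without replicate 1 of the WT cells without inducer and replicate 2 of the ChpT-depleted cells, 0.04 with the RPKM filter of the study, and 0.14 and 0.25 after subtraction of an even background. Of the genes bound by CtrA, 44 fell and 36 rose (91 adjusted over the list alone, adjusted p = 0.472, median -0.01, mean 0.02). Of the Caulobacter homologs 5 fell and 8 rose (13 adjusted over the list alone, adjusted p = 0.816). In the direct regulon, chosen by the study on these libraries and thus no independent evidence, 40 genes fell and 22 rose (72 adjusted over the list alone, adjusted p = 0.0107, adjusted p = 0.485 with an estimated correlation). In the global regulon, chosen in the same way, 136 fell and 122 rose (314 adjusted over the list alone, adjusted p = 0.775), with a median of 0.20 and a test that pointed down. This median was -0.09 without the short features, and that of the bound genes was 0.02 with the RPKM filter of the study and 0.05 and 0.08 after subtraction of an even background. Without replicate 1 or 2 of the WT cells without inducer the direct regulon had 20 and 19 falls and 8 and 8 rises, and without replicates 1 and 2 of the ChpT-depleted cells 16 and 27 falls and 12 and 16 rises. In the same order the bound genes had 15, 16, 12 and 21 falls with 6, 5, 11 and 21 rises, the global regulon 33, 43, 27 and 61 falls with 20, 24, 39 and 66 rises, and the Caulobacter homologs 1, 1, 1 and 2 rises with 3 falls each. The replication, copper, chemotaxis and ribosomal lists had 0 genes past the test in each of these fits in edgeR (with at most 4, 1, 1 and 3 at an unadjusted p under 0.05), and DESeq2 on all libraries called 4, 1, 1 and 3.

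Several of the largest rises on ChpT depletion were genes with few reads in WT cells. HNE_2334 (4.76 ± 0.40 CPM in WT cells, SD, n = 2) rose by 6.32 ± 1.03 (SE) on the log2 scale and HNE_3212 (3.62 ± 1.22 CPM) by 6.01 ± 0.98, and neither is paired with a name in the files. They also had 640 ± 694 and 57.3 ± 70.1 CPM in the chpT strain with inducer. HNE_3293, beside pspA, rose 19.1-fold. The fall of rcdA (HNE_0013) did not pass after subtraction of the level of the lowest genes (log2 change -0.90, adjusted p = 0.117). Of 36 named genes past the test, 20 did not pass without replicate 1 and 20 without replicate 2 of the WT cells without inducer, and 15 and 11 without replicates 1 and 2 of the ChpT-depleted cells.

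**Figure D3:**
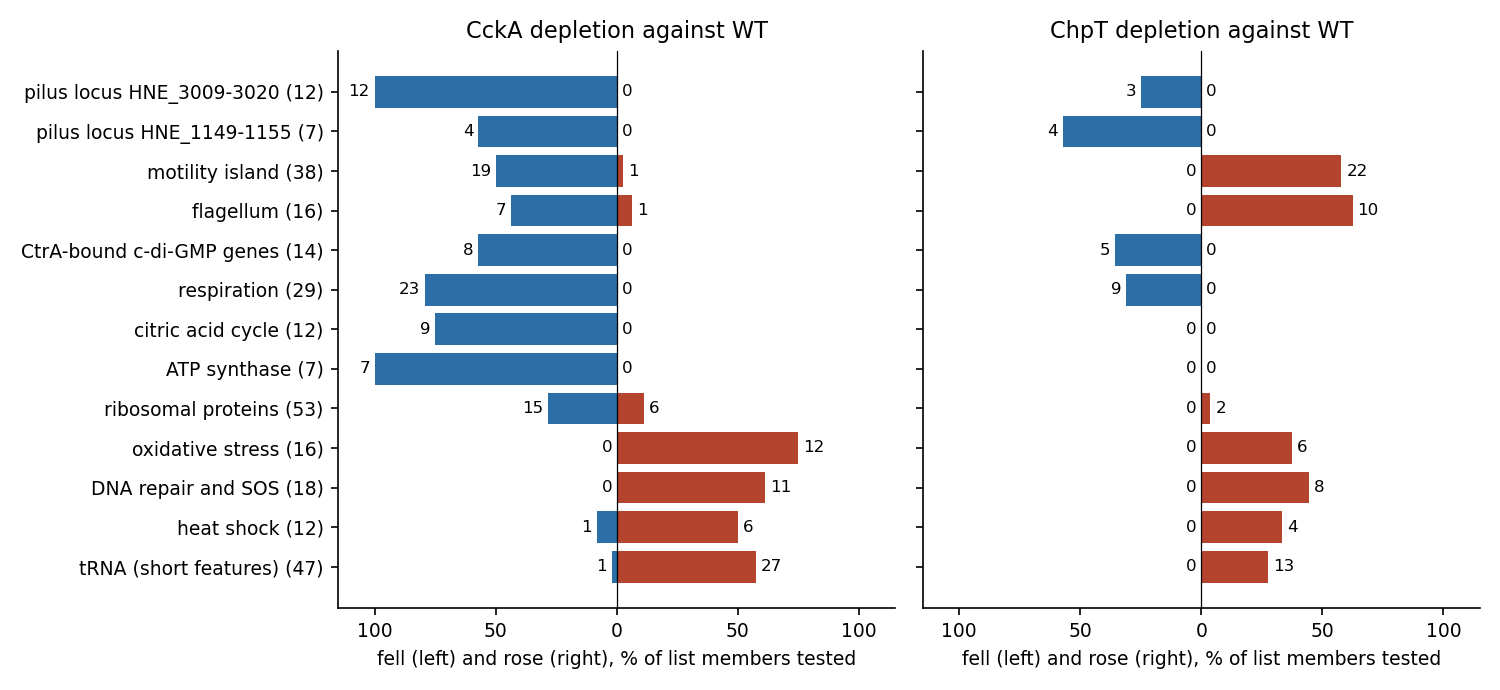
Percent of the tested members of 13 gene lists that fell (left, blue) or rose (right, red) on CckA depletion and on ChpT depletion against WT cells without inducer, with counts at the bars and the number tested in brackets. Of the motility island, 19 of 38 genes fell on CckA depletion, whereas 22 rose on ChpT depletion.

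The changes of both depletions were compared gene by gene. Over the tested genes, which are not independent replicates, the log2 changes had a Pearson correlation of 0.921 (Spearman, 0.900) and a covariance of 1.46, and 86.8% had the same sign. Unchanged groups simulated against shared simulated controls gave a correlation of 0.499 (highest of 50, 0.533), a covariance of 0.0903 and 66.7% with the same sign. Of 442 genes that rose on ChpT depletion, 395 including pspA also rose on CckA depletion (112 for independent lists), and of 360 that fell, 343 including sciP also fell (87.9 for independent lists). The simulated groups shared at most 1 rise and 0 falls past the edgeR test. The simulation left out the groups with inducer and gave each gene the same dispersion in all groups. Its shared calls therefore cannot be set against those of the main fit, and its correlation rests on that equal dispersion. With replicate 1 of the WT cells without inducer as control of CckA depletion and replicate 2 as that of ChpT depletion, the correlation was 0.894, and within replicate numbers 1 and 2 it was 0.887 and 0.798. The changes within each strain on removal of the inducer, which share no library, had a correlation of 0.451, and of 0.774 without replicate 1 of the chpT strain with inducer. Both of these changes also hold the effect of copper, so that their correlation does not rest on depletion alone. A total of 13 genes fell on CckA depletion and rose on ChpT depletion, of which 8 lay in the motility island. They include flhA (-0.49 and 1.38), fliF (-0.57 and 1.37), fliP (-0.60 and 1.16), flgF (-0.71 and 1.13) and flgG (-0.73 and 1.04), and podJ outside the island.

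Both depletions were then compared directly. Motility genes were lower in CckA-depleted than in ChpT-depleted cells, with 26 of 38 genes of the island (34 adjusted over the list alone, median log2 difference -1.55) and 11 of 16 flagellar genes (14 adjusted over the list alone, median -1.66). The largest difference was that of fliE, which encodes a basal body protein (-2.46 ± 0.30 SE, 48.6 ± 19.9 against 264 ± 41.0 CPM, SD, n = 2). Of the pilus genes between HNE_3009 and HNE_3020, 8 of 12 were lower (10 adjusted over the list alone), including cpaF (-1.68), and the neighbouring gene HNE_3008, which encodes a TPR domain protein, differed by -2.49 ± 0.20. The gene panD, for the synthesis of a pantothenate precursor, was higher in CckA-depleted cells (2.23 ± 0.36), as were HNE_3297 (2.37 ± 0.36) and HNE_0377 (2.25 ± 0.44), and HNE_3083 was lower (-3.26 ± 0.53). The last 3 are not paired with names in the files. Besides cckA (-4.17 ± 0.44) and chpT (4.04 ± 0.34), these belonged to 102 genes past the edgeR test, of which 25 were higher and 77 lower. DESeq2 called 368 genes, of which 201 were higher and 167 lower. Camera gave adjusted p = 2.4e-33 for the island and 3.1e-16 for the flagellar list, which were adjusted p = 0.00314 for both with an estimated correlation, and 3.9e-11 for the pilus cluster (adjusted p = 0.106 with an estimated correlation). The count of genes was 48 and 36 without replicates 1 and 2 of the ChpT-depleted cells, 230 and 32 without replicates 1 and 2 of the CckA-depleted cells, 342 without replicate 1 of the chpT strain with inducer, and 1 in a fit to these groups alone. In the order of these left-out depleted libraries the island had 16, 17, 29 and 17 lower genes, the flagellar list 7, 7, 12 and 7, and the pilus cluster 5, 5, 8 and 2. After subtraction of an even background 155 and 303 genes passed, and HNE_3297 did not pass with the level of the lowest genes (log2 change 2.63, adjusted p = 0.146).

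The effect of the inducer itself was measured in WT cells. Copper genes rose, with 2 of 3 past the test (3 adjusted over the list alone, median log2 change 2.28, camera adjusted p = 8.9e-13, adjusted p = 0.0138 with an estimated correlation), namely copB and copC. In total 29 genes passed, with 26 rises and 3 falls. The largest rises were those of HNE_0123 (12.4 ± 0.63 to 346 ± 47.5 CPM, SD, n = 2, log2 change 4.81 ± 0.28 SE) and HNE_1381 (15.9 ± 1.29 to 391 ± 43.3 CPM), whose products are not named in the tables. HNE_2473 fell from 989 ± 74.4 to 345 ± 65.4 CPM and its neighbour HNE_2472 from 587 ± 18.4 to 212 ± 57.4 CPM, and both were also low in all groups of the conditional strains (103 to 229 CPM). The 1st percentile of RPKM was 5.99 ± 0.74 with and 1.52 ± 0.25 without inducer, and HNE_2472 (log2 change -1.47) did not pass after subtraction of the level of the lowest genes (-1.39, adjusted p = 0.0623). The count was 15 and 14 without replicates 1 and 2 of the WT cells without inducer, 18 and 19 without those of the WT cells with inducer, and 472 in a fit to these groups alone. In edgeR 0 copper genes passed without either replicate of the WT cells without inducer or replicate 1 of those with inducer (3 at an unadjusted p under 0.05 in each fit), and 1 without replicate 2 of the latter, while DESeq2 on all libraries called 3.

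Within the cckA strain, removal of the inducer lowered sciP from 1487 ± 223 to 51.8 ± 4.65 CPM (SD, n = 2, log2 change -4.87 ± 0.61 SE, adjusted p = 0.00140). It also lowered all 12 pilus genes between HNE_3009 and HNE_3020 and 28 of 38 genes of the motility island (32 adjusted over the list alone), while 1 gene of the island rose. HNE_0856 (-4.61 ± 0.49), HNE_1960 (-3.42 ± 0.52) and HNE_3017 (-3.37 ± 0.39) had the next largest falls, and HNE_2824 (4.81 ± 0.62), HNE_2550 (4.47 ± 0.47), HNE_2193 (4.14 ± 0.33) and the acetyltransferase gene HNE_2925 (4.11 ± 0.76) the largest rises. HNE_0856, HNE_2824 and HNE_2550 are not paired with names in the files. Of 16 oxidative stress genes 11 rose (13 adjusted over the list alone). In total, 1132 genes passed the test, with 530 rises and 602 falls. Camera passed for 18 of 23 lists, of which 0 passed with an estimated correlation (adjusted p = 0.0918 for the island and 0.119 for the pilus cluster), while fry passed for 21. Without replicate 2 of the CckA-depleted cells 709 genes passed, and without replicates 1 and 2 of the cckA strain with inducer 242 and 284. In the order of these left-out libraries the island had 18, 8 and 14 falls and the oxidative stress list 4, 3 and 3 rises, and the pilus cluster had at least 10 falls in every fit.

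Within the chpT strain, removal of the inducer raised pspA 28.3-fold (46.7 ± 0.08 to 1313 ± 299 CPM, SD, n = 2, adjusted p = 0.000875) and HNE_2550 29.9-fold, HNE_2824 by 4.71 ± 0.63 and HNE_0027 by 4.59 ± 0.54 (SE) on the log2 scale. HNE_1149 (-3.48 ± 0.45), sciP (-3.14 ± 0.57), HNE_1700 (-3.06 ± 0.37), which rose with inducer in WT cells, and HNE_0856 (-2.98 ± 0.45) fell. Of these, HNE_2550, HNE_2824, HNE_1700 and HNE_0856 are without names in the files. Motility genes rose, with 15 of 38 genes of the island (23 adjusted over the list alone) and 7 of 16 flagellar genes (11 adjusted over the list alone), with adjusted p = 0.0319 for both in camera with an estimated correlation. In total, 315 genes passed, with 187 rises and 128 falls, and DESeq2 called 574. Replicate 1 of the chpT strain with inducer lay apart from replicate 2 (sciP, 1493 ± 1360 CPM over both), and 385 and 694 genes passed without replicates 1 and 2 of this group. Without replicates 1 and 2 of the ChpT-depleted cells 56 and 231 genes passed, with 5 and 9 rises in the island and 2 and 5 in the flagellar list. In a fit to these groups alone 9 genes passed in edgeR, with 0 in both lists (14 and 7 at an unadjusted p under 0.05), while DESeq2 on all libraries called 20 and 9 of them as higher.

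With inducer, the conditional strains were compared with WT cells with inducer. HNE_1489 (positions 1518165 to 1519211) was higher in the cckA strain (140 ± 4.83 against 17.9 ± 1.69 CPM, SD, n = 2, log2 change 2.96 ± 0.23 SE, adjusted p = 0.00155) and in the chpT strain (168 ± 36.8 CPM, 3.21 ± 0.23, adjusted p = 0.000854). In the cckA strain, pspA (2.90 ± 0.39), the arginine tRNA gene HNE_3447 (1.60 ± 0.19) and HNE_0253 of the motility island (1.21 ± 0.16) were also higher and HNE_3083 was lower (-4.57 ± 0.56). HNE_1489 and HNE_3083 have no names in the files. These were the 5 genes past the edgeR test in the cckA strain, and HNE_1489 was the 1 gene in the chpT strain. The cckA transcript (-1.95 ± 0.40, adjusted p = 0.138) and the chpT transcript (-2.25 ± 0.31, adjusted p = 0.102) were below WT in their strains but did not pass. DESeq2 called 57 genes in the cckA strain and 171 in the chpT strain. For the cckA strain, 0 and 2 genes passed in edgeR without replicates 1 and 2 of the WT cells with inducer (130 at an unadjusted p under 0.05 in the former), 1 without either replicate of the cckA strain, 32 without replicate 1 of the chpT strain with inducer and 711 in a fit to these groups alone. Where no gene changes, a share of 0.05 of the tested genes has an unadjusted p under 0.05. The fit without replicate 1 of the WT cells with inducer gave fewer genes than that. HNE_0253 and HNE_3447 did not pass after subtraction of the level of the lowest genes (log2 change 1.22 and 1.59, adjusted p = 0.0806 for both). For the chpT strain, 3 and 803 genes passed without its replicates 1 and 2, and 16 in a fit to these groups alone.

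To take account of the effect of copper, the change on removal of the inducer in each conditional strain was compared with that in WT cells (interaction of strain and inducer). With inducer, cckA and chpT mRNA in their strains were at 23.2% and 21.3% of WT cells without inducer. The interaction therefore compares partial with stronger depletion. The depleted genes themselves did not pass in edgeR (cckA, -1.61 ± 0.55 SE, adjusted p = 0.069, and chpT, -1.83 ± 0.43, adjusted p = 0.0747). In the cckA strain the interaction was -4.79 ± 0.77 (SE, adjusted p = 0.00970) for sciP, -4.86 ± 0.62 for HNE_0856, -4.17 ± 0.52 for HNE_3017 and -3.55 ± 0.68 for HNE_1960. Of 12 pilus genes between HNE_3009 and HNE_3020 11, and of 38 genes of the motility island 15, had lower values (12 and 25 adjusted over the list alone, adjusted p = 0.150 and 0.0884 with an estimated correlation). In the chpT strain it was 4.93 ± 0.55 for pspA (adjusted p = 0.00710), 4.92 ± 0.61 for HNE_2550, 4.83 ± 0.70 for HNE_0027 and -3.70 ± 0.59 for HNE_1149. The median of the motility island was 0.77 and that of the flagellar list 0.83 (4 and 2 genes higher, 12 and 7 adjusted over the list alone, adjusted p = 0.0467 for both with an estimated correlation, close to the threshold and dependent on the order of the design's columns). The files give no names for HNE_0856 and HNE_2550. The edgeR test passed for 642 genes (330 higher and 312 lower) in the cckA strain and for 59 (46 higher and 13 lower) in the chpT strain, and DESeq2 called 1025 and 274, of the latter 174 higher and 100 lower. For the cckA strain the count was 39 and 69 without replicates 1 and 2 of the WT cells without inducer, 178 and 44 without those of the WT cells with inducer, 378 without replicate 2 of the CckA-depleted cells, 9 and 22 without those of the cckA strain with inducer, and 1210 without replicate 1 of the chpT strain with inducer. The pilus cluster had 3 and 4 lower genes without replicates 1 and 2 of the WT cells without inducer, 5 and 3 without those of the WT cells with inducer, 8 without replicate 2 of the CckA-depleted cells, and 2 and 3 without those of the cckA strain with inducer. In the same order the island had 0, 4, 5, 0, 8, 0 and 0 in edgeR (18, 21, 22, 19, 25, 20 and 21 at an unadjusted p under 0.05), while DESeq2 on all libraries called 22 as lower. For the chpT strain the count was 0 without either replicate of the WT cells without inducer in edgeR (442 and 384 at an unadjusted p under 0.05), 1 and 14 without those of the WT cells with inducer, 2 without replicate 1 of the ChpT-depleted cells, and 144 and 204 without replicates 1 and 2 of the chpT strain with inducer. With any single WT library or replicate 1 of the ChpT-depleted cells left out, 0 genes of the island and of the flagellar list passed in edgeR (at least 12 and 5 at an unadjusted p under 0.05), while DESeq2 on all libraries called 12 and 6 as higher.

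By a rule on RPKM values with a log2 change of at least 1.3, RPKM over 25 in either group and an unadjusted p under 0.05 in a paired comparison of 2 pairs, the test named by the study, 288 genes changed on CckA depletion (178), ChpT depletion (129) or both (19), of which 281 also passed the edgeR test in either depletion. Of these, 266 were in the study's list, of which 380 genes were matched. An unpaired comparison gave 641 genes (352 in the list), and an unpaired comparison with unequal variances, added after seeing the data, gave 375 (351 in the list). The paired rule thus found fewer genes of the study's list than either unpaired rule. These counts do not settle which test gave the p values of the study.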

Values the study reported

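The study reported 381 genes whose expression changed at least 2.5-fold upon depletion of CckA and/or ChpT. It reported 222 chromosomal binding sites of CtrA, of which 211 lay in intergenic regions, with 285 genes potentially affected. It described a direct regulon of 94 genes, of which 15 (16%) were related to flagella and 14 (15%) to pili.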

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

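Of the tests on technical explanations given here, those on sampling of molecules, on an admixture of CckA-depleted or ChpT-depleted cells and on an even background in the chpT strain with inducer were chosen only after the result was seen. All values given next met the test of a difference between groups, that is the interaction of strain and inducer or the direct comparison of both depletions. For the 2 lists in the chpT interaction this held only with some orders of the design's columns.

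The change on removal of the inducer differed between the cckA strain and WT cells for 642 genes. Fewer genes passed with a single library of the WT cells or of the cckA strain with inducer left out, as given above. The log2 differences were 5.0 for HNE_2190 (4.61, adjusted p = 0.239, after subtraction of the level of the lowest genes), 4.75 for HNE_2824 (1.38, adjusted p = 0.537, after that of the 1st percentile of RPKM, and -2.66, adjusted p = 0.660, after that of the lowest genes), -4.86 for HNE_0856, -4.79 for sciP (HNE_1390), -4.17 for the pilus gene HNE_3017 and -3.55 for the GGDEF protein gene HNE_1960. Between the chpT strain and WT cells the change on removal of the inducer differed for 59 genes. The genes named next did not pass with either replicate of the WT cells without inducer left out. Nor did they without replicate 1 of the WT cells with inducer or replicate 1 of the ChpT-depleted cells. The log2 differences were 4.93 for pspA, 4.92 for HNE_2550, 4.83 for the small heat shock protein gene HNE_0027, 4.65 for HNE_2824 (2.73, adjusted p = 0.373, and -0.70, adjusted p = 0.877, after these subtractions), -3.70 for HNE_1149, -3.23 for HNE_0856, -3.07 for HNE_3017 and -2.95 for HNE_1152. The flagellar genes and the motility island were higher, with a median log2 difference of 0.83 and 0.77 (adjusted p = 0.0467 for both with an estimated correlation, close to the threshold, which was not met with another order of the design's columns), and with any single WT library left out 0 genes of either list passed in edgeR (at least 5 and 12 at an unadjusted p under 0.05, 6 and 12 in DESeq2 on all libraries).

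CckA-depleted and ChpT-depleted cells differed in 102 genes. Besides chpT (HNE_0638, 4.04) and cckA (HNE_0507, -4.17), the log2 differences were 2.37 for HNE_3297 (2.63, adjusted p = 0.146, after subtraction of the level of the lowest genes), 2.25 for HNE_0377, 2.23 for panD, -3.26 for HNE_3083, -2.49 for HNE_3008 and -2.46 for fliE. The flagellar genes and the motility island were lower in CckA-depleted cells, with a median log2 difference of -1.66 and -1.55.

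The opposite change of the motility island was tested against technical explanations. A difference in gene dosage around the island was excluded, since the genes within 40 kb on either side had a median log2 difference of 0.0134 between the depletions, against -1.55 in the island. No single library set the direction, as the island's median came no closer to 0 than -0.529 on CckA depletion and 0.968 on ChpT depletion when a library was left out. A biological difference between loss of the kinase and loss of the phosphotransferase remains possible and was not separated from differences between the strains in growth state.

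More genes rose than fell with a log2 change of at least 1.3 in both depletions, but on ChpT depletion the counts were 39 and 36 without replicate 1 and 46 and 45 without replicate 2 of the WT cells without inducer. Subtraction of the 1st percentile of RPKM removed 22.5% of the rises on CckA depletion and 28% on ChpT depletion, and that of the level of the lowest genes 45% and 48%. Over both depletions and both ways of subtraction at least 1.87 genes still rose for each that fell. An even background could not be excluded, since both shares removed with the 1st percentile lay between the limits set in advance for exclusion and for a cause. No limits were set for the level of the lowest genes. An even background may account for part of the rises, of which up to 48% were removed.

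Replicate 1 of the chpT strain with inducer lay apart from replicate 2 (r = 0.88). The difference between these replicates had a correlation over genes of 0.675 with that between the replicates of CckA-depleted cells. Replicate 2 thinned to the depth of replicate 1 had r = 0.999 with its full library, which covers counting error only, and sampling of reads or molecules was excluded since the SD of the log2 ratio was 0.796 in the 891 genes with the highest level, against 0.254 expected from the 1.15 in the 891 lowest. Gene length was excluded as well (Spearman rho -0.00705, 0.263% of the variance). The difference between the replicates followed the change on ChpT depletion with a slope of 0.597, and chpT mRNA was higher in replicate 1 (93.1 against 51.2 CPM), but a mixture of replicate 2 with ChpT-depleted or CckA-depleted cells at any share had at most r = 0.888 or 0.883 with replicate 1, below the lowest r between replicates of the other groups (0.933), which excluded either admixture as the whole cause. The 1st percentile of RPKM was 4.55 times that of replicate 2, but on its subtraction the SD of the log2 ratio went from 0.947 to 0.999, a fall of -5.4%, that is a rise. An even background at this level thus did not account for the difference. Subtraction can itself widen the ratios of genes near the background. The level of the lowest genes differed more (38.9 against 6.91 RPKM) and was not subtracted in this test, so that an even background was not excluded.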

How the results depend on the processing

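With 2 libraries per group, each library weighs heavily on the counts. Of 189 alternative values of the main results 116 stayed within their limits and 73 moved, and of 2598 values of named genes 2313 kept their call, 256 fell below the threshold, 14 passed it and 15 reversed. Where a library was left out, the lone sample was assumed to vary like the other groups. The labels give the replicates a number only, while the study describes aliquots harvested with and without inducer for both conditional strains and a WT replicate. The deviations of 4 of 15 group pairs had a correlation over 0.1. The highest were 0.675 (CckA-depleted cells and the chpT strain with inducer), 0.492 (CckA-depleted cells and the cckA strain with inducer) and 0.404 (both conditional strains with inducer). The lowest was -0.406 (CckA-depleted and ChpT-depleted cells). Alternatives with an even background subtracted, with unique counts or with unequal variances, and those without replicate 1 of the chpT strain with inducer outside its own comparisons, were chosen after seeing the data. Unless the construction shows it (fewer libraries, another tool), the cause was not tested.

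Without 1 library, the counts ranged from 762 to 2138 for CckA depletion, 77 to 1313 for ChpT depletion, 32 to 342 for the direct comparison, 14 to 33 for copper in WT cells, 242 to 1624 within the cckA strain, 56 to 694 within the chpT strain, 0 to 32 for the cckA strain and 1 to 803 for the chpT strain against WT cells with inducer, and 9 to 1210 and 0 to 204 for the interactions in the cckA and chpT strains. Where these counts were 0, edgeR gave 130 genes (cckA strain with inducer) and 442 and 384 genes (chpT interaction) at an unadjusted p under 0.05. For the cckA strain with inducer this is fewer than the share of 0.05 of tested genes that would lie there without any change. For the chpT interaction it is more. The correlation of both depletions ranged from 0.861 to 0.936.

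DESeq2 called 368 genes in the direct comparison, 574 within the chpT strain, 57 and 171 in the cckA and chpT strains with inducer, and 1025 and 274 in the interactions. In a fit to the compared groups alone these were 2276 (ChpT depletion), 1 (direct comparison), 472 (copper in WT cells), 9 (within the chpT strain), 711 and 16 (cckA and chpT strains with inducer). Without the replicate block, that is without pairing of the replicate numbers, 16 and 2 genes passed in the cckA and chpT strains with inducer and 101 in the chpT interaction. With the RPKM filter of the study 10 passed in the cckA strain with inducer. After subtraction of the 1st percentile of RPKM 155 genes passed in the direct comparison and 93 in the chpT interaction, and after that of the level of the lowest genes 303 and 116, and 3 in the cckA strain with inducer.

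The correlation of both depletions was 0.839 without genes past the test, 0.451 for the changes within the strains, 0.774 for these without replicate 1 of the chpT strain with inducer, and 0.828 after subtraction of the level of the lowest genes. With an estimated correlation, camera passed for 0 lists on CckA depletion (15 with the preset, 21 with fry), 2 on ChpT depletion and 2 in the direct comparison, where fry passed for 8. The rule on RPKM gave 641 genes in an unpaired comparison (352 in the study's list) and 375 with unequal variances (351 in the list).

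Reversed log2 changes, all of genes that had not passed except HNE_2824, were as follows. On CckA depletion, values without 1 library ranged from -0.252 to 0.0964 for pleC (0.0632 without replicate 2 of the WT cells without inducer), from -0.0851 to 0.623 for ctrA and from -0.501 to 0.326 for chpT (HNE_0638), which had 0.160 and 0.380 after subtraction of the 1st percentile and of the level of the lowest genes. On ChpT depletion they ranged from -0.439 to 0.0539 for cpdR (HNE_0229, 0.0222 without replicate 2 of the ChpT-depleted cells) and from -0.170 to 0.486 for divJ (HNE_0746). After subtraction of the level of the lowest genes clpX had 0.0454 on CckA depletion, cpdR 0.00223, divJ -0.118 and divK (HNE_2285) 0.0458 on ChpT depletion, and HNE_2824 had -2.66 and -0.70 in the cckA and chpT interactions.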

Other observations

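Of the tests given here, that on HNE_1489 was chosen only after the result was seen.

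HNE_1489 was higher than in WT cells with the same inducer state in all groups of the conditional strains, by a log2 change of 4.76 in CckA-depleted cells, 4.25 in ChpT-depleted cells, 2.96 in the cckA strain with inducer and 3.21 in the chpT strain with inducer. It lies downstream of HNE_1486, which rose with copper in WT cells, and the inducible copies were inserted at a copper-responsive locus. An insertion beside it could raise its transcription. The test could not tell, since the rise was at least 2.96 in all 4 groups, but the median of the 8 other genes within 5 kb reached 1.83 in CckA-depleted cells. This median was 1.28 in ChpT-depleted cells. With inducer it was 0.214 in the cckA strain and 0.142 in the chpT strain, with 0 of these neighbours past the edgeR test.

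A gradient of gene dosage from the origin, which could arise from a change in replication, was tested as a cause of the fold changes. The Spearman correlation over genes of the log2 change with the distance from parA was 0.0585 on CckA depletion and -0.0161 on ChpT depletion. Of 347 rotations of the gene order, 90.2% and 7.49% gave a value as low. A gradient was excluded as the main cause of the fold changes. On ChpT depletion the value lay near the lowest of the rotations (-0.0176), so that a small contribution was not excluded there.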
